A study of Mus musculus with 29 samples. Its data were reported in "Single cell analysis of host response to helminth infection reveals the clonal breadth, heterogeneity, and tissue-specific programming of the responding CD4+ T cell repertoire" (2021).

How the data were processed

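CD4 T cells were taken from the lung and the mediastinal lymph node of IL-4 4get C57BL/6 mice 9 days after subcutaneous infection with larvae of the helminth Nippostrongylus brasiliensis. In 4get mice, cells that transcribe Il4 also make green fluorescent protein, so that reporter positive (IL-4+) and reporter negative (IL-4-) CD4 T cells could be sorted. Lungs were digested with enzymes at body temperature, whereas lymph nodes were dissociated mechanically. The series holds 29 samples: 24 bulk libraries of CD4 T cells in 4 groups of 6, 1 bulk library of reporter positive lung cells other than T cells, and 4 single-cell libraries. Groups and replicate numbers were taken from the sample labels.

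Bulk libraries were made by the authors with the Ion AmpliSeq mouse transcriptome panel, which amplifies a single short target per gene, and were sequenced on an Ion Torrent S5. The raw counts deposited by the authors are reads mapped to the panel's targets with the torrent mapping program and counted with the unique mapping option. The genome build of the panel is not given in the sources used here. Replicates 2 to 6 were each sequenced in 3 runs and their deposited counts equal the sum over the runs. Replicate 1 was sequenced apart from the other replicates. The authors also deposited a normalised signal, which equals the counts divided by a size factor per library, and variance-stabilised values on a log2 scale. The log2 values were used only for an alternative calculation of group distances. Amplicon reads carry no molecular identifiers, so intervals and floors based on counts cover counting error only. Amplification of 1 target per gene also means that a change in transcript ends or splicing outside the target leaves the count unchanged, and that members of gene families with similar sequences can share reads.

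Single-cell libraries were made with the 10x Chromium 3 prime kit from 1 of the samples used for bulk sequencing. The deposited matrix of unique molecular identifier (UMI) counts was made by the authors with Cell Ranger and the mm10 transcriptome. A second table deposited by the authors holds a scaled score per gene and cell, and was used only to see which cells the authors kept. The matrix pools the 4 libraries, whose barcodes differ by their endings, and nothing in the sources used here pairs an ending with a tissue or reporter status. Comparisons between the single-cell libraries by tissue or reporter status, including the ranking of genes in them, were therefore not made, and the matrix was treated as 1 sample.

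Bulk counts were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3. All 24 T cell libraries entered a single fit with group as the only term, trimmed mean of M values (TMM) scaling, the default expression filter by group and robust dispersion estimates. The study took the 4 populations from 6 mice, and this fit treats libraries of a shared mouse as independent. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. CPM values use the TMM-scaled library sizes, except where they are given by library total, and SD is over the 6 libraries of a group. The interaction is the IL-4+ over IL-4- difference in lung minus that in lymph node. The single library of non-T cells stayed out of every fit.

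Group distances were Euclidean distances over the 500 genes with the highest variance of log2 CPM, summarised for each of the 6 pairs of groups as the mean distance between groups over the mean distance within groups. They were tested by one-sided exact permutation over the 462 splits of 12 libraries. Scores of the T follicular helper (Tfh, 12 genes), T helper 2 (Th2, 10 genes) and egress (7 genes) lists were the mean over list members of log2(CPM + 1), centred per gene. Differences in score were tested by two-sided exact permutation over 924 assignments, with Benjamini-Hochberg adjustment over 12 tests. The smallest p these permutations can give is 0.002165. The lists, the tests of the report and the rules for naming genes were fixed before the data were examined. A first edgeR fit of the real counts was made before the simulated counts were tested and before the tests of the closing section were chosen, and several of the latter were replaced. The genes named are a panel of 16 genes from the study's text, the members of the 3 lists, and for each comparison the 3 genes with the largest log2 fold change in each direction. The latter had an adjusted p under 0.05, a mean of at least 10 CPM and, outside the interaction, no overlap between the libraries of the groups. The study's text describes these same data, so a high share of panel genes called is no independent support.

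Where all libraries of a group had 0 counts, a fold change is given as a lower bound against a floor of 3 counts over that group. Where a group had 1 to 3 counts, the ratio of pooled shares of counts is given with an exact 95% interval (Clopper-Pearson). Gene positions are from the GENCODE annotation of GRCm38, matched by symbol, and 35 of 36 named genes outside the lists matched. They give the extent of the gene and not of the amplicon.

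Single cells with 500 to 4500 genes, 1000 to 30000 UMIs, under 5% mitochondrial UMIs and over 20% ribosomal UMIs were kept, as in the study's methods. UMIs were scaled to 10000 per cell and logged, and 433 variable genes, 7 principal components, 20 neighbours and Leiden clustering at a resolution of 0.4 were used with scanpy 1.11.5 and leidenalg 0.10.2. The study used Louvain clustering. Marker lists for naming clusters were fixed with the other choices. Scrublet called 38 doublets (1.26% of barcodes), which were kept in the main clustering and removed in an alternative.

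The edgeR procedure was tested on simulated counts with the library sizes and dispersions of the real fit. The mean of each gene was that over all 24 libraries, and 200 genes were changed 2-fold in a single group. The other genes did not differ between groups, and no mouse effect or library with added reads of silent genes was simulated. The rates below may therefore not hold for the real data. Over the 4 comparisons of 2 groups, 63.5% to 70% of the changed genes were recovered, and the share of false calls ranged from 0.781% for IL-4+ lung against IL-4+ lymph node to 6.99% for IL-4+ against IL-4- lung. For the interaction, 41% were recovered and 6.82% of the calls were false. Alternatives covered DESeq2 1.42.0, limma 3.58.1 (voom, fry and camera), other scaling factors, filters and thresholds, single sequencing runs, a replicate block, and leaving out each replicate. After reads of genes silent in T cells were seen in some libraries, 2 more were added: a fit with the log2 mean CPM by library total of the 1057 olfactory receptor genes as a covariate, and TMM factors from the 2327 genes with a mean of at least 100 CPM. Lists of genes of other cell types and of tissue dissociation were written for the tests in the closing section, and the list of T cell genes was added after a first look at the data.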

Results

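Transcriptomes of CD4 T cells were measured in 4 groups of 6 bulk libraries, defined by tissue (lung or mediastinal lymph node) and by the IL-4 reporter. Library totals ranged from 11021502 to 14619243 counts in IL-4+ lymph node, from 10536897 to 13431868 in IL-4- lymph node, from 9735789 to 14652447 in IL-4+ lung and from 10338911 to 16206046 in IL-4- lung libraries. In all, 12234 genes passed the expression filter and were tested. At these totals, a single count corresponds to less than 1 CPM in each library. Some libraries also held reads of genes that T cells do not normally express. The mean over 1057 olfactory receptor genes was 11.4 CPM by library total in IL-4- lymph node replicate 3, 4.91 in IL-4- lung replicate 2, 4.54 in IL-4+ lymph node replicate 2 and 2.80 in IL-4- lymph node replicate 4, and did not exceed 1.18 CPM in the other 20 libraries. Fold changes of genes at a few CPM can rest on these libraries.

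The first question was whether the 4 populations differ in global expression. For each of the 6 pairs of groups, the mean distance between groups exceeded the mean distance within groups, with ratios from 1.65 for IL-4+ against IL-4- lymph node to 2.90 for IL-4- lymph node against IL-4+ lung. In a one-sided exact permutation test, the real split had the largest ratio of all splits of the 12 libraries for every pair (p = 0.002165, the smallest possible, and the same after Benjamini-Hochberg adjustment over the 6 pairs). Over the alternatives tried, the ratios ranged from 1.33 to 3.72 and no call changed.

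IL-4+ cells of the 2 tissues were then compared. Of the genes tested, 5015 (41.0%) differed between IL-4+ lung and IL-4+ lymph node by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 2511 were higher in lung and 2504 were lower. For 1953 genes the difference was 2-fold or more, and for 2261 the libraries of the groups did not overlap. The split into higher and lower depended on the scaling. With library size as the only scaling, 1777 genes were higher and 4093 lower, and the median log2 fold change of all genes moved from -0.07 to -0.26. Apart from the 2-fold threshold, the alternative that moved the count most was the omission of replicate 6, with 3481 genes.

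Of the 16 panel genes, which the study named from these same data, 14 were called between IL-4+ lung and IL-4+ lymph node over all genes. When adjusted over the list alone, 14 were called. The transcript of the transcription factor Gata3 (chromosome 2, 9857078 to 9890034 in GRCm38) was at 1693 ± 172 CPM (SD, n = 6) in IL-4+ lung and at 445.8 ± 95.3 CPM (SD, n = 6) in IL-4+ lymph node libraries. Its log2 fold change was 1.93 with a standard error of 0.136 (adjusted p = 1.37e-10, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The chemokine receptor gene Cxcr5 (chromosome 9, 44511787 to 44561877) went the other way, with 19.4 ± 12 CPM (SD, n = 6) in lung and 376.9 ± 131 CPM (SD, n = 6) in lymph node. Its log2 fold change was -4.28 with a standard error of 0.320 (adjusted p = 3.27e-10, edgeR). Bcl6, Id3 and Sh2d1a were also lower in lung, with log2 fold changes of -2.18, -3.33 and -1.89. Tnfaip3, Il1rl1, Il5, Il13, Ifng and Rora were higher in lung, with log2 fold changes of 5.04, 4.05, 3.66, 2.98, 2.97 and 2.64. Il4 did not differ, with 409.7 ± 159 CPM (SD, n = 6) in lung and 379.3 ± 50.9 CPM (SD, n = 6) in lymph node (log2 fold change 0.11, adjusted p = 0.839, edgeR), and the sign of its fold change reversed under 4 alternatives. Klf2 was not called either (log2 fold change 0.45, adjusted p = 0.276, edgeR), a result that changed under 1 alternative given in the closing section. Of the genes called, Itgb1 (log2 fold change 0.34, adjusted p = 0.0388, edgeR) lost its call in 9 alternatives, among them library size as the only scaling (0.15) and the omission of replicate 3, 4, 5 or 6 (0.29 to 0.33).

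The largest differences by the naming rule were in Mgp, Calca and Retnla, which were higher in IL-4+ lung, and in H2-Q2, Sostdc1 and Cxcr5, which were lower. Mgp (chromosome 6, 136872435 to 136875823) had 0 counts in the IL-4+ lymph node libraries and 23.0 ± 11.2 CPM (SD, n = 6) in IL-4+ lung, which is at least 609-fold higher. Calca (chromosome 7, 114631478 to 114636357) was at 326.2 ± 71.4 CPM (SD, n = 6) in IL-4+ lung and at 0.397 ± 0.507 CPM (SD, n = 6) in IL-4+ lymph node libraries. The log2 fold changes of Retnla, H2-Q2 and Sostdc1 were 7.44 (8.04 without replicate 5), -5.02 (-5.65 without replicate 2) and -4.88 (-5.54 without replicate 2). Retnla and H2-Q2 belong to families of similar genes, so their values are uncertain where reads are shared. Mgp and Retnla were also present in the library of lung cells other than T cells, at 172.3 and 197.8 CPM by library total.

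IL-4+ and IL-4- cells were compared within each tissue. In the lymph node, 4533 genes were called (2404 higher and 2129 lower in IL-4+ cells), and 13 of the 16 panel genes were called over all genes and 13 when adjusted over the list alone. In the lung, 4306 genes were called (2171 higher and 2135 lower), with 11 panel genes by either adjustment. With library size as the only scaling, the lung comparison split into 1690 higher and 2828 lower, with a median log2 fold change of -0.16. Apart from a 2-fold threshold (1829 genes in lymph node and 1738 in lung), the alternatives that moved these counts most were the omission of replicate 6 in lymph node (3401 genes) and a minimum mean of 10 CPM in lung (3183 genes). Il4 separated the reporter groups in both tissues, with log2 fold changes of 7.34 in lymph node and 6.38 in lung (adjusted p = 3.67e-10 and 2.92e-09, edgeR). Its level in IL-4- cells was 2.32 ± 1.42 CPM (SD, n = 6) in lymph node and 5.00 ± 4.32 CPM (SD, n = 6) in lung.

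By the naming rule, Hdc, Il13 and Il4 rose most and Adamts14, Foxp3 and Eomes fell most in IL-4+ lymph node cells. Hdc had 1577 counts over the IL-4+ and 3 over the IL-4- lymph node libraries, a ratio of 497 (95% interval 170 to 2410, counting error only). Hdc was also at 3784 CPM by library total in the single library of reporter positive lung cells other than T cells. Whether such cells in the IL-4+ sorts bring Hdc was not tested in either tissue. Foxp3 (chromosome X, 7573644 to 7595245) was at 9.43 ± 4.57 CPM (SD, n = 6) in IL-4+ and 307 ± 77.5 CPM (SD, n = 6) in IL-4- lymph node libraries. In the lung, Ifi27l2b, Il4 and Hdc rose most, with log2 fold changes of 6.70 (7.47 without replicate 4), 6.38 and 5.97. Adamts14, Dapl1 and Il17re fell most, with -5.40, -5.37 and -5.34. Ifi27l2b has close relatives and its value is uncertain for that reason. The spread of Il17re in IL-4- lung was as large as its mean, at 53.4 ± 69.0 CPM (SD, n = 6).

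IL-4- cells of the 2 tissues differed in 3254 genes, of which 1933 were higher and 1321 lower in lung. With library size as the only scaling, 1546 were higher and 2008 lower, with a median log2 fold change of -0.16. Without replicate 6, 2118 genes were called. Of the 16 panel genes, 13 were called over all genes and 14 when adjusted over the list alone. Mgp, Calca and Il17a rose most. Mgp had 1986 counts in IL-4- lung and 1 in IL-4- lymph node, a ratio of 1940 (95% interval 348 to 76700). Calca had 1881 and 1, a ratio of 1840 (95% interval 329 to 72600), and Il17a had 3095 and 3, a ratio of 1010 (95% interval 345 to 4890, counting error only). Its spread in IL-4- lung exceeded its mean, at 48.9 ± 64.9 CPM (SD, n = 6), and without IL-4- lung replicate 6 the ratio was 506 (95% interval 173 to 2460). H2-DMa, Stra6 and Efna5 fell most, with log2 fold changes of -2.37, -2.31 (-3.02 without replicate 2) and -2.30.

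The tissue difference was then compared between IL-4+ and IL-4- cells. Across the 12234 genes, which are not independent replicates, the log2 fold changes of lung over lymph node had a Pearson r of 0.773 and a Spearman rho of 0.750. The 2 comparisons share no library, but the study took all populations from the same mice. Of the genes called, 2400 were called in both, and 97.0% of these had the same sign. A further 2615 genes were called only in IL-4+ cells and 854 only in IL-4- cells. Without replicate 3, r was 0.6249 and rho was 0.600. With the olfactory receptor level as a covariate, r was 0.809 and rho was 0.662.

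**Figure D1:**
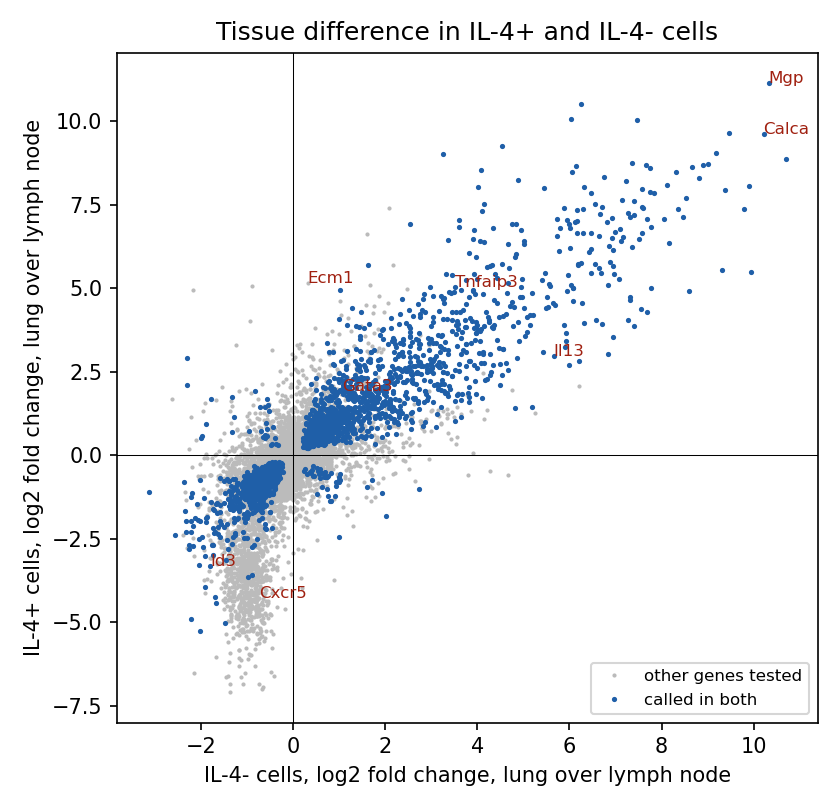
Each point is a gene, with the log2 fold change of lung over lymph node in IL-4- cells on the x axis and in IL-4+ cells on the y axis. Genes called in both comparisons (2400) are in blue and the other genes tested in grey, and 97.0% of the blue points have the same sign on both axes. Fitted values of genes with few counts in lymph node, such as Mgp, are not exact. The grey points far below 0 on the y axis may include genes at a few CPM that were counted in single lymph node libraries, but they were not traced to libraries.

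A direct test of the difference between the reporter effects in the 2 tissues called 766 genes, of which 354 had a higher and 412 a lower log2 ratio of IL-4+ over IL-4- in lung than in lymph node. With library size as the only scaling, 312 were higher and 535 lower, with a median of -0.12. This count depended on single replicates and was 483, 374 and 394 without replicates 4, 5 and 6. Of the 16 panel genes, 7 were called over all genes and 7 when adjusted over the list alone. The interaction was positive for Gata3 (0.86) and Tnfaip3 (1.52) and negative for Cxcr5 (-3.55), Sh2d1a (-2.15), Bcl6 (-1.56), Id3 (-1.53) and Itgb1 (-1.43) on the log2 scale. The adjusted p ranged from 2.21e-06 for Sh2d1a to 0.0368 for Tnfaip3 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Tnfaip3 was not called without any one of replicates 2 to 6 (1.38 to 1.62), and Id3 was not called without any one of replicates 1, 3, 4, 5 and 6 (-1.67 to -1.47) or with limma-voom (-1.38). By the naming rule, Efna5, Ecm1 and Ctgf were highest (5.22, 4.83 and 4.39) and Il1r1, Sostdc1 and Ntrk3 lowest (-4.39, -4.34 and -3.85). Ctgf was at 5.12 without replicate 4 and Sostdc1 at -4.94 without replicate 2. The order of Il1r1 and Sostdc1 depended on single replicates: Sostdc1 was the lower without replicate 2 (Il1r1 at -4.59), 5 (-4.20 against -4.48) or 6 (-3.82 against -4.17). Ecm1 (chromosome 3, 95734147 to 95739569) was at 2317 ± 1410 CPM (SD, n = 6) in IL-4+ lung and at 153.4 ± 30.2 CPM (SD, n = 6) in IL-4- lung libraries.

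The lists fixed for Tfh, Th2 and egress genes summarise these differences. The Tfh score was lower by 2.29 in IL-4+ lung than in IL-4+ lymph node (difference -2.29, lower in 6 of 6 libraries than in any lymph node library, two-sided exact permutation p = 0.002165, adjusted p = 0.00289). The Th2 score was higher by 2.44, with every lung library above every lymph node library (exact permutation adjusted p = 0.00289). The egress score was higher by 0.51, with 5 of 6 lung libraries above every lymph node library (exact permutation adjusted p = 0.00520). Within the lymph node, IL-4+ cells had a Tfh score higher by 1.93, a Th2 score higher by 2.00 and an egress score that fell by 1.55 relative to IL-4- cells (exact permutation adjusted p = 0.00289 for each). Within the lung, the Th2 score of IL-4+ cells was higher by 2.40 and the egress score fell by 1.57 (exact permutation adjusted p = 0.00289 for each). The Tfh score of IL-4+ lung cells was not called against IL-4- lung (difference -0.15, exact permutation p = 0.0758), but was called under 3 alternatives given in the closing section. In IL-4- cells, lung libraries had a Th2 score higher by 2.03 and an egress score higher by 0.53 than lymph node libraries (exact permutation adjusted p = 0.00289 for each). For this comparison, 9 of the 10 Th2 genes were called higher. Among them, Il5 and Il13 had 9 and 11 counts over the IL-4- lymph node libraries and were not called with limma-voom. Which IL-4- cells carry the score was not tested. The Tfh score of IL-4- lung libraries was lower than that of IL-4- lymph node libraries (difference -0.21, exact permutation adjusted p = 0.0260), a call that was lost without replicate 5 (-0.20) or replicate 6 (-0.20). Neither fry (adjusted p = 0.14) nor camera (adjusted p = 0.203) called this Tfh difference. All calls made by the camera test held under fry, and the egress difference between IL-4+ lung and IL-4+ lymph node was called by fry (adjusted p = 0.000478) and not by camera (adjusted p = 0.0704).

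Of the 12 Tfh genes, 11 were called between IL-4+ lung and IL-4+ lymph node over all genes and 11 when adjusted over the list alone, all of them lower in lung. Of the 10 Th2 genes, 7 were called over all genes and 7 when adjusted over the list alone, all higher in lung. Of the 7 egress genes, 4 were called over all genes and 4 when adjusted over the list alone, of which 3 were higher and 1 lower.

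**Figure D2:**
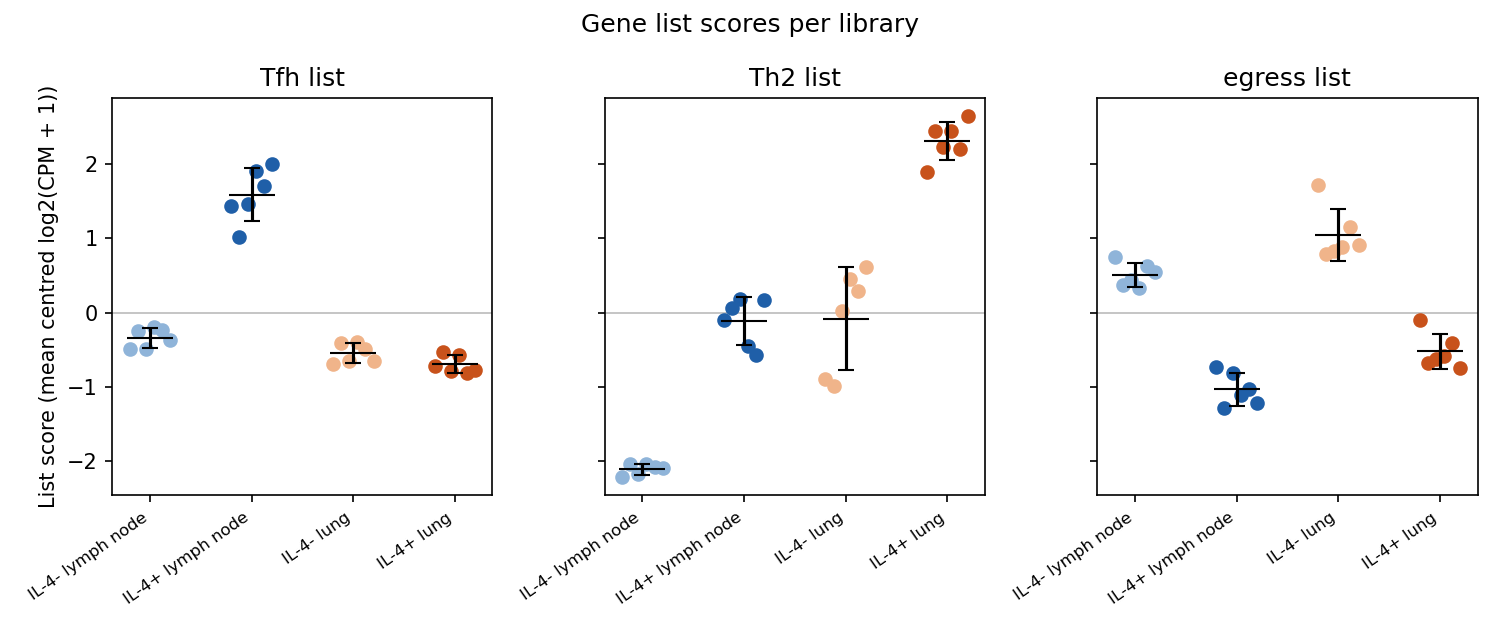
Scores of the Tfh, Th2 and egress lists per library, as the mean of centred log2(CPM + 1) on the y axis, with a point per library, a bar at the group mean and whiskers of 1 SD (n = 6). IL-4+ lymph node libraries have the highest mean Tfh score (1.59) and IL-4+ lung libraries the highest mean Th2 score (2.32).

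Single cells of the same populations were examined to see how heterogeneous they are. The matrix held 3022 barcodes, of which 2866 passed the filter, with a median of 4027 UMIs and 1387 genes. The authors kept 2815 cells, all of them among the 2866. Clustering gave 8 clusters, and the number moved most with the resolution (5 at 0.2 and 13 at 0.8). Cluster 0 (723 cells, 25.2%, exact binomial 95% interval 23.6 to 26.9, counting error only) was Tfh-like, with Cd200, Cxcr5, Izumo1r, Id3 and Tox2 among its 10 leading genes. Cluster 1 (626 cells, 21.8%) was Th2-like, with Areg, Il1rl1 and Il13, and also Ecm1 and Calca, among its leading genes. Clusters 2 (550 cells) and 5 (112 cells) were naive-like, cluster 4 (271 cells) was cycling, cluster 6 (110 cells) was Treg-like and cluster 7 (85 cells) was interferon-responding. Cluster 3 (389 cells) was left unnamed, since Tmem176b, Tmem176a and Ccr6 led it beside the Th1 markers Cxcr3 and Il18r1. The cycling cells had a median of 13384 UMIs.

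The barcodes carried 4 endings, with 692, 1043, 344 and 787 cells passing the filter. Cluster 0 was 93.1% of ending 2, cluster 1 was 93.0% of ending 4, cluster 2 was 90.9% of ending 1 and cluster 5 was 95.5% of ending 3. Since each ending is a single library, a cluster mostly of 1 ending may be that library and not a type.

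**Figure D3:**
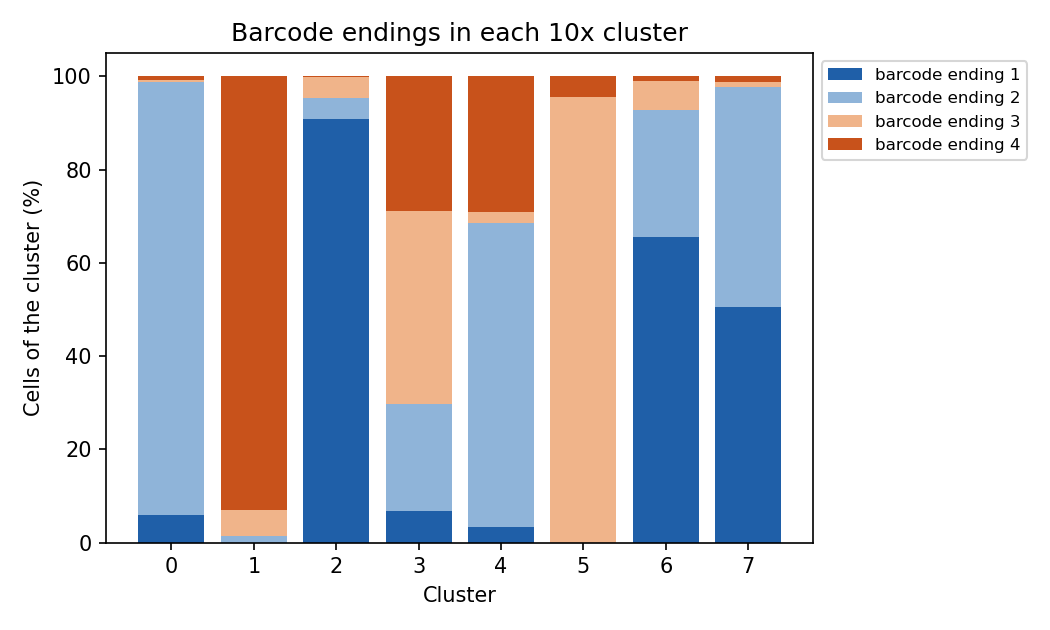
Percent of the cells of each 10x cluster (x axis) that carry each barcode ending (y axis, stacked to the whole cluster). Clusters 0, 1, 2 and 5 each take over 90% of their cells from a single ending, and cluster 3 draws on all 4.

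Sex-linked transcripts were compared between libraries as a check on the samples. The 8 libraries of replicates 1 and 2 had counts of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, summing to 203.6 to 368.9 CPM by library total. The 16 libraries of replicates 3 to 6 had Xist at 684 to 1458 CPM, also by library total, as are the values that follow. IL-4- lung replicate 2 had both, with 122 CPM of Xist beside 292 CPM of the Y-linked genes, whereas Xist in the other 7 libraries of replicates 1 and 2 did not exceed 0.842 CPM.

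**Figure D4:**
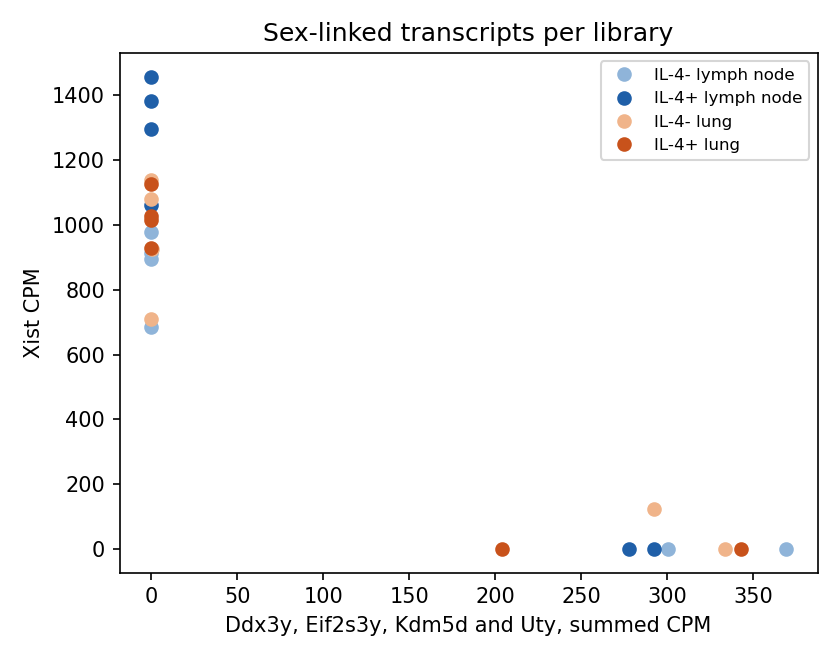
Summed CPM by library total of 4 Y-linked genes (x axis) against that of Xist (y axis), with a point per library coloured by group. A single library, IL-4- lung replicate 2, lies far from both axes, at 292 and 122 CPM.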

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

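Of the tests in this part, the splits of the libraries, the test of T cell genes in the non-T library the fits with library totals and with the olfactory receptor level, and the test of dilution for Gata3 were chosen before their results were seen, and the tests of sequencing batch and of noise by other splits were chosen after.

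The reporter effect differed between the tissues in 766 genes. Among the panel genes the interaction was 0.86 for Gata3, 1.52 for Tnfaip3, -2.15 for Sh2d1a, -1.53 for Id3, -3.55 for Cxcr5, -1.56 for Bcl6 and -1.43 for Itgb1 on the log2 scale. Among the other genes it was 5.22 for Efna5, 4.83 for Ecm1, 4.39 for Ctgf, -4.39 for Il1r1, -4.34 for Sostdc1 and -3.85 for Ntrk3. For the split test, residuals of a model without interaction were reassigned among the 24 libraries and tested with limma. The real assignment was 1 of 100 to give as many genes, with 733 genes against at most 27 in the others, so chance can be excluded for the count. A different mix of cell types among the IL-4- cells of the 2 tissues was not tested, nor was any other biological explanation.

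For the counts of the 2-group comparisons, the real split was likewise 1 of 100 to give as many genes in each of the 4 comparisons, so chance can be excluded. Among these same splits, the others of the 12 libraries of IL-4+ lung and IL-4+ lymph node gave at most 1980 genes, against 5015. This argues against random noise between libraries in general. Reassigning whole libraries does not measure noise of the sequencing runs by itself. A ratio of variance between libraries to variance between runs had been planned for this question. It had no valid reference value, because a library is the sum of its runs, and it was left aside. Library size was examined in 2 ways. Of the 6 IL-4+ lung totals, 2 lie inside the range of the IL-4+ lymph node totals, which decides nothing. With the log2 total as a covariate, 4908 genes were called, of which 4632 were also among the 5015, while 84 genes were called for the total itself. Library size thus does not account for the difference. Some libraries held reads of silent genes, as described under the last observation. With the log2 level of the olfactory receptor genes as a covariate, 4939 genes were called, of which 4608 were also among the 5015, while 1527 genes were called for that level itself, so it does not account for the difference either. The tissue itself and the digestion of lung alone stay open, since they go with the groups. Cells of other types in lung would lower all T cell transcripts alike. Of the 12 Tfh genes, 11 were called lower in IL-4+ lung (list median log2 fold change -2.46), while 0 of the 10 Th2 genes was. B cells in lymph node would raise B cell genes there, but 0 of 11 tested was called lower in IL-4+ lung. These values argue against both as the cause of the lower Tfh genes. For the other genes, cells of other types stay open.

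Among 76 sets of 6 values (19 panel genes and scores in 4 groups), 8 had a library far from the others, where chance gives about 1 in 20. In IL-4- lymph node these were Il5 in replicate 1 (gap over range 0.760), Il13 in replicate 6 (0.660), Gata3 in replicate 3 (0.804), Itgb1 in replicate 1 (0.641) and Klf2 in replicate 1 (0.632). In IL-4+ lung it was Cxcr5 in replicate 2 (0.641). In IL-4- lung they were Id3 in replicate 2 (0.659) and Klf2 in replicate 1 (0.634). Il5 and Il13 had 9 and 11 counts over all IL-4- lymph node libraries, so their gaps rest on few counts. Replicate 3 of IL-4- lymph node held the most reads of silent genes, which might dilute Gata3, but with TMM factors from highly expressed genes alone the gap over range was 0.754, still above the critical value, which argues against dilution. Replicate 1 was sequenced apart, and a batch effect on Klf2 would place it at one end in each group. Replicate 1 had the highest Klf2 value in 4 of 4 groups, which is consistent with a sequencing batch, but the study describes 6 mice from separate infections, so that replicate 1, if its number marks a mouse, also differs in its infection, and batch and infection cannot be told apart. For Itgb1, replicate 1 was lowest in 2 of 4 groups and highest in another by a small margin (10.03 against 10.01 on the log2 scale), which goes against a batch effect of one direction but, with 1 library per group in that batch, does not exclude it. No biological explanation was tested.

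The library of reporter positive lung cells other than T cells was in no comparison, and it held Il4 at 202.4 CPM by library total, which is 53.9% of the mean of the IL-4+ lung T cell libraries. T cells in that library could bring Il4, but the median level of 5 T cell genes was 4.73% of that in IL-4+ lung libraries, which argues against T cells as the main source. Hdc was at 3784 CPM in the same library. The library is single, and which cells hold the Il4 counts was not tested.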

How the results depend on the processing

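The omission of IL-4- lung replicate 2, the clustering of the authors' cells, the olfactory receptor covariate and the TMM factors from highly expressed genes were chosen after seeing the data.

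Requiring a 2-fold change besides the adjusted p left 1953 genes for IL-4+ lung against IL-4+ lymph node, 1829 for IL-4+ against IL-4- lymph node, 1738 for IL-4+ against IL-4- lung, 1255 for IL-4- lung against IL-4- lymph node and 480 for the interaction, fewer by construction. Leaving out each replicate gave 3481 to 5162, 3401 to 4629, 3261 to 4294, 2118 to 3527 and 374 to 801 genes in that order. The lowest for IL-4- lung against lymph node was without replicate 6 (2118), and the interaction gave 483, 374 and 394 genes without replicates 4, 5 and 6, with fewer libraries in each fit. DESeq2, limma-voom, other scaling, other filters, single runs and the 2 groups alone kept the counts within 1.5 times. Without IL-4- lung replicate 2, the counts were 3620, 3603 and 845 for the lung, IL-4- and interaction comparisons. In the order above, the olfactory receptor covariate gave 4939, 4752, 4060, 3478 and 867 genes, and TMM factors from highly expressed genes gave 5688, 4583, 4511, 3433 and 853. The latter split the first comparison into 1880 higher and 3808 lower, with a median log2 fold change of -0.23.

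With the replicate block, the counts were 5674, 5173, 5252, 4014 and 1115. The study describes 6 mice from separate infections, but neither the labels nor the methods say that a number marks a mouse. Of 36 correlations of deviations between same-numbered libraries, 24 exceeded 0.1 and 10 were under -0.1, with a median of 0.275 and a range from -0.732 to 0.882. Pairing by replicate number is thus neither shown nor ruled out, and the block stays an alternative. Since the study took all 4 populations from 6 mice, some libraries share a mouse. The main fit and the unpaired permutations treat them as independent. By Y-linked counts, the 4 libraries of a number matched in 6 of 6 numbers, with 1 count in IL-4- lung replicate 4 set aside. Xist did not match in replicate 2, at 122 CPM by library total in IL-4- lung and at most 0.842 CPM in its other libraries. The match by Y-linked counts does not rule out that replicate numbers mark no single mouse, since numbers exchanged within a sex would also match. Among the list scores and distances, the block changed 1 call, and it added calls for 4 named gene values (Klf2 in IL-4+ lung against IL-4+ lymph node, 0.39 with adjusted p = 0.0372, Id3 in IL-4+ against IL-4- lymph node, Tnfaip3 in IL-4+ against IL-4- lung and Cxcr5 in IL-4- lung against IL-4- lymph node).

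The Tfh score of IL-4+ against IL-4- lung was called with a pseudocount of 0.1 (-0.16), with library size only (-0.23) and with the replicate block (-0.15, exact sign permutation p = 0.0312), and the cause was not tested. Leaving out replicates gave -0.17 to -0.11. For IL-4- lung against IL-4- lymph node, the Tfh score was not called without replicate 5 (-0.2026) or 6 (-0.1973), with a range of -0.22 to -0.20, with an adjusted p of 0.0693 in each of these 2. It was not called by fry (adjusted p = 0.14) or camera (adjusted p = 0.203). The egress score of IL-4+ lung against IL-4+ lymph node was not called by camera (adjusted p = 0.0704), and the cause was not tested. No alternative changed a call for the distances.

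For the tissue effect, DESeq2 fold changes over 22233 genes gave r = 0.650 (0.6495) and rho = 0.600 (0.5998), with more genes of low counts. Leaving out replicates gave r from 0.6249 to 0.771 and rho from 0.600 to 0.777, with the lowest of each without replicate 3. The number of clusters was 5 at a resolution of 0.2, 13 at 0.8, 7 with random seeds 1, 3 and 4, and 9 with every barcode, and 8 in the other alternatives.

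The sign reversed in 24 alternatives of named genes, none called in the fit reported. Il4 in IL-4+ lung against IL-4+ lymph node was -0.081 with library size only, -0.0064 with the replicate block, -0.049 with TMM factors from highly expressed genes and -0.054 without replicate 2, against 0.21 without replicate 1. Rora in IL-4+ against IL-4- lymph node was -0.051 in sequencing run 139 and -0.0094 without replicate 4, against 0.18 without replicate 2. In IL-4+ against IL-4- lung, Bcl6 was 0.0043 in run 139, 0.022 without replicate 2 and 0.032 without replicate 5, against -0.087 without replicate 4, and Itgb7 was -0.049 with library size only, -0.020 with the olfactory receptor covariate, -0.040 with TMM factors from highly expressed genes and -0.011 to -0.0058 without replicates 2, 3, 4 or 5, against 0.18 without replicate 6. For the interaction, Il5 was 0.60 with limma-voom, 0.56, 0.34 and 0.32 in runs 139, 144 and 145 and 0.19 without replicate 6, against -1.20 without replicate 1, and Ifng was 0.024 in run 145, 0.14 without replicate 5 and 0.0070 without replicate 6, against -0.33 without replicate 2. The cause was not tested. Of the other named gene values, 1888 kept their direction and call, 56 lost and 17 gained a call. With limma-voom, 12 were lost: Retnla in IL-4+ lung against IL-4+ lymph node, Ifng in IL-4+ against IL-4- lymph node, Ifi27l2b, Il17re and Id3 in IL-4+ against IL-4- lung, Il5, Il13 and Il17a in IL-4- lung against IL-4- lymph node, and Ctgf, Il1r1, Sostdc1 and Id3 in the interaction. With the olfactory receptor covariate, Id3 was not called for the interaction (-1.468, adjusted p = 0.0545), nor Id3 and Sh2d1a in IL-4+ against IL-4- lung.

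The planned single-cell comparisons by library, with their alternatives, were not run, because barcode endings could not be paired with samples. Depth limits genes near the floor of 3 counts.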

Other observations

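Of the tests in this part, the tests of cross-talk and of X-linked against autosomal silent genes were chosen before their results were seen, and the tests of female cells, genomic DNA as a source of Xist, RNA of other tissues as a source of silent genes, B cell RNA, digestion, epithelial and myeloid RNA and the reporter cassette were chosen after.

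IL-4- lung replicate 2 had Xist at 122 CPM (by library total, as are all CPM in this part) beside Y-linked counts in the male range. Xist was at 115.1, 121.8 and 128.2 CPM in the 3 runs, a ratio of highest to lowest of 1.11. The runs resequenced the same libraries, so this leaves open cross-talk that is fixed in the barcodes or the pool. Cells or RNA of a female mouse may be present, as Xist was at 12.7% of the mean of replicates 3 to 6 of IL-4- lung and the Y-linked genes stayed within the male range. Genomic DNA would bring Xist from a male as well, but IL-4+ lymph node replicate 2, with Y-linked counts and a like level of olfactory receptor genes (4.54 against 4.91 CPM), had Xist at 0.0741 CPM, which argues against DNA as the source. Cross-talk and female cells or RNA cannot be told apart.

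Lung libraries held transcripts of epithelial and myeloid cells. The median log2 fold change of lung over lymph node was 5.96 in IL-4+ and 6.34 in IL-4- cells for the lung epithelium list, 1.92 and 2.09 for the myeloid list, 0.61 and 0.02 for the B cell list, and 0.90 and 1.88 for the CD8 and NK list. Of 11 B cell genes tested, 1 was called higher in IL-4+ and 0 in IL-4- cells, and 0 was called lower. The 6 CD8 and NK genes tested went both ways, with 2 called higher and 1 lower in IL-4+ cells, and 3 higher and 1 lower in IL-4- cells. Mgp and Retnla may come from epithelial or myeloid cells: the epithelium (5.96) and myeloid (1.92) lists rose in lung with them. The level in IL-4+ lung libraries was 0.964% of that in the single non-T library for the myeloid gene Lyz2, while Mgp was at 21.2 against 172.3 CPM and Retnla at 25.8 against 197.8 CPM, far higher shares, which argues against cells of that library's composition without excluding another myeloid or stromal type. The 10x cells held 5 cells with a UMI of Mgp and 3 with a UMI of Retnla. Whether T cells or other cells of the lung make them cannot be told apart, since the mix of cells goes with the tissue.

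Calca differs from these. RNA of lung epithelium is argued against by Sftpc, an abundant epithelial transcript, at 10.1 CPM in IL-4+ lung libraries against 299.7 CPM of Calca. Myeloid RNA is argued against by the myeloid list, whose median log2 fold change of IL-4+ over IL-4- lung was -0.13, against 3.56 for Calca. In the 10x cells, 132 cells held 523 UMIs of Calca, and it was among the leading genes of the Th2-like cluster. A hypothesis is that IL-4+ T cells of the lung transcribe Calca. It was found and examined on the same data, and epithelial cells of another kind were not tested.

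H2-DMa was lower in IL-4- lung than in IL-4- lymph node (log2 fold change -2.37). B cell RNA in lymph node libraries could cause this, but the 8 B cell genes outside class II had a median of -0.23 and 0 of them was called lower, which argues against it. Cd74, H2-Aa and H2-Ab1 had a median of 0.57, but myeloid cells of the lung also express them. In the 10x cells H2-DMa was among the leading genes of a naive-like cluster, and a different share of naive cells was not tested.

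Most immediate-early and stress genes were higher in lung, with a median log2 fold change of 2.85 in IL-4+ and 1.69 in IL-4- cells over the dissociation list. Egr2 and Hspa1b were called lower in lung in both (-1.07 and -2.46 in IL-4+, -1.38 and -1.98 in IL-4- cells), and Hspa1a in IL-4+ cells (-2.03). Digestion at body temperature may cause the rise, but only lungs were digested, so that digestion and tissue cannot be told apart.

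The 10x cells held 11 UMIs of Il4 and 723 of Il13, of which 64.73% were in 10 cells and 235 in a single cell, whereas Il4 over Il13 was 10.4 in IL-4+ lymph node and 1.42 in IL-4+ lung bulk libraries. The reporter cassette behind Il4 might move the 3 prime end that 10x reads, and these 11 UMIs are consistent with that. The pattern prompted the explanation, the assays differ in other ways, and no read positions were analysed here, so the cassette and a lower yield of the 10x assay cannot be told apart.

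Reads of silent genes were noticed among the uncalled genes and then examined over the olfactory receptor genes, whose mean ranged from 0.02472 to 11.4 CPM by library total. Were every target counted at the highest of these levels, they would take 27.27% of the counts of IL-4- lymph node replicate 3. Genomic DNA is a candidate source, since the panel may amplify targets within an exon. DNA would place X-linked genes well below the autosomal level in males, which have a single X, and near it in females. Over 6602 genes without counts in 5 of the IL-4+ lung libraries (244 X-linked and 5075 autosomal), 3 libraries had an autosomal mean of at least 0.5 CPM. Replicates 1 and 2 are counted as having Y-linked counts, and replicates 3 to 6, with at most 1 such count in a library, as having none. The ratio was 0.4272 and 0.4997 in the 2 with Y-linked counts (median 0.463) and 0.788 in the other. Among libraries with an autosomal mean from 0.0394 to 0.461 CPM, which fell under that floor, the ratio was 0.4923 in the one with Y-linked counts (IL-4- lymph node replicate 2), and 0.792, 0.6942, 0.9255, 0.7125, 0.8612 and 0.7658 in the others. In the 9 libraries with lower means above 0 it ranged from 0.6337 to 1.771, and from 0.6337 to 1.443 in the 3 of them with Y-linked counts. The direction goes with DNA. It stays open, because the ratios in replicates 3 to 6 lie under 1 at means of 0.0394 CPM or more, and the 3 lowest ratios all come from replicate 2. RNA of other tissues is argued against by the detection of 92.15% to 92.9% of the olfactory receptor genes in the 4 libraries with the highest level, although olfactory tissue itself is not excluded. Cross-talk as a source was not tested, nor was any biological explanation.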
